A study of Homo sapiens with 9 samples.

How the data were processed

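Cells were dissociated from human intervertebral discs and loaded on a droplet single-cell platform for 3′ libraries, which were sequenced on an Illumina NovaSeq, per the labels' protocols. The labels put 4 libraries in the asymptomatic group, 3 in the back pain group, 1 in a cultured group with stressors and 1 in a cultured group without; the stressors are not named. The authors deposited UMI counts per gene and cell for each library, with no normalization. Per the labels' protocols the reads were processed with a pre-release Cell Ranger 3.0.0, while the file headers name version 6.0.0; neither names the genome build or annotation. All files held the same 36601 gene IDs, and the lowest total of any barcode was 500 UMIs, so cells had been called before deposit. Positions of named genes were looked up by gene ID in GENCODE 29 on GRCh38, which held 34616 of the 36601 IDs, and can differ from those the authors used.

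Cells with at least 500 UMIs, at least 200 genes and under 20% mitochondrial UMIs were kept. Doublets were scored per library with Scrublet in scanpy 1.11.5. Its own thresholds marked 67 of 26235 kept cells, too few over all libraries, so the highest-scoring 0.8% per 1000 cells of each library were removed, 851 in all. The thresholds had marked 37 of 399 cells in back pain replicate 2 and 8 of 426 in asymptomatic replicate 3, where this rule removed 1 cell each. Counts were scaled per cell and logged, and 2000 variable genes, 30 principal components and 20 neighbours were used for Leiden clustering (leidenalg 0.10.2, resolution 0.8) over all 9 libraries, without batch correction. The marker classes, gene lists, tests and most of the alternatives were fixed before the data were examined. Clusters were named from 13 marker classes, while the scoring rule was set after the clusters had been seen. A class needed at least 3 markers, and 50% of its markers, detected in 10% of cells, and a class other than the matrix classes also had to lead in raised markers. A cluster whose 10 leading genes held more markers of another class, or with few UMIs and no marker among them, stayed unnamed. Disc matrix cells are all used cells outside clusters named immune, endothelial, mural, erythroid or Schwann-like. Genes on the Y chromosome, XIST and TSIX were left out of all sums. HLA genes, immunoglobulin and T cell receptor variable segments, mitochondrial genes and 6 genes with common deletions or expression variants were not named.

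Libraries were the replicates. UMIs were summed per library and tested with edgeR 4.0.16 (R 4.3.3; TMM, filterByExpr, glmQLFit and glmQLFTest) with group as the only term, and a Benjamini-Hochberg adjusted p of 0.05 as threshold. CPM, fold changes and intervals were computed from the deposited counts. Gene lists were tested with camera in limma 3.58.1 on edgeR log2 CPM, with adjustment over 11 lists. Shares of cells were compared with two-sided exact permutation tests over 35 splits (scipy 1.17.1). For the cultured libraries, CPM of the sums were compared with exact Poisson intervals. A gene passed the size rule with at least 50 CPM in one library and a 2-fold ratio, and a floor of 3 counts per library was set for genes without counts, of which there were 0 among the 2703 genes at that level. Among list members at 1 CPM or more, CCL3, IL1A and MMP12 had 0 counts in the non-stressed library. The rule for the genes to be named was fixed with the lists and tests. In the back pain comparison these were the 5 largest changes in each direction among genes past the threshold with at least 10 CPM and no overlap between groups, or, with fewer than 3 such genes, the 5 with the smallest p per fit. In culture they were the 8 largest ratios in each direction, and members of the lists past 0.05 adjusted over the lists alone were added.

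The procedure was tested on counts simulated from the means, library sizes and dispersions of the sums, with 200 changed genes. The changed genes were drawn only from genes with a pooled mean of at least 10 CPM. Over all cells 164 of the 173 calls were true, on 16650 genes tested, and in disc matrix cells 162 of 169, on 16534 genes tested. Depth was uneven: the uncultured libraries held between 5614388 and 104974839 UMIs, which limits low genes most in asymptomatic replicate 3 and back pain replicate 2. The alternatives tried were DESeq2 1.42.0, voom with sample quality weights, relative log expression factors, no low-count filter, a stricter cell filter (1000 UMIs, 10% mitochondrial), doublets kept, all barcodes, thinning to one total, other clusterings, each library left out, the replicate number as a block, fry, camera with an estimated correlation, and for culture TMM, per-cell means and a level of 20 CPM. Chosen after seeing the data were the removal of cells with shared barcodes, the added removal of cells marked by the Scrublet thresholds, the barcode set or the set of libraries with shared barcodes as a covariate, and the common barcode set alone.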

Results

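Single-cell RNA sequencing was used to profile cells from human intervertebral discs, the cartilaginous pads between the vertebrae. Of the 9 libraries, 4 came from asymptomatic discs and 3 from discs of the back pain group, all sequenced without culture. The remaining 2 libraries were made from disc cells that had been frozen, thawed and plated. 1 of these was cultured with stressors, which the labels do not name, and 1 without. Each library was deposited as a matrix of unique molecular identifier (UMI) counts per gene and cell. The matrices held 27492 cell barcodes, of which 25384 were used after filtering. The total ranged from 5614388 UMIs in asymptomatic replicate 3 to 112846176 UMIs in the stressed library, and among the uncultured libraries up to 104974839 UMIs in asymptomatic replicate 4. Among the uncultured libraries, asymptomatic replicates 1 to 4 contributed 2410, 5636, 425 and 4897 cells, and back pain replicates 1 to 3 contributed 1413, 398 and 3830 cells. The median depth per used cell lay between 5508 UMIs in back pain replicate 1 and 15206 UMIs in asymptomatic replicate 4. The stressed library contributed 3420 cells at a median of 29180 UMIs, and the non-stressed library 2955 cells at a median of 30654 UMIs.

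The libraries differed in ways that the groups did not explain. Back pain replicates 1 and 2 used a different set of cell barcodes from the other 7 libraries: 26.5% and 27.6% of their first 6 barcode bases were found in asymptomatic replicate 2, against 99.67% to 99.74% for the remaining libraries. Back pain replicate 3 shared its barcode set with the 4 asymptomatic libraries. Across genes, Spearman's rho between the summed profiles of disc matrix cells was 0.943 for back pain replicates 1 and 2, whereas back pain replicate 3 stood at 0.912 and 0.923 with these and at 0.964 with asymptomatic replicate 1. These coefficients run across genes, which are not independent replicates. The 21 coefficients lay between 0.872 and 0.964, and each library was treated as 1 replicate.

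Cells were clustered across all libraries and the clusters named from fixed markers, so that a non-matrix cell type could be separated from the disc matrix cells. The only other class named was macrophage/monocyte-like. Disc matrix cells made up 97.9% ± 3.61 of cells in the asymptomatic group (SD, n = 4) and 99.2% ± 0.650 in the back pain group (SD, n = 3), a difference of 1.33 percentage points (two-sided exact permutation test, p = 0.971; 4 against 3 libraries cannot give a p below 0.0571). The macrophage/monocyte-like share was the complement, 2.12% ± 3.61 (SD, n = 4) against 0.793% ± 0.650 (SD, n = 3), with the same exact permutation p of 0.971. Asymptomatic replicate 3 decided the sign: without it the difference in disc matrix cells was -0.471 percentage points. That library had 32 macrophage/monocyte-like cells of 425, or 7.53% (exact 95% binomial interval 5.21% to 10.5%, counting error only), and no other uncultured library was above 1.51%. At a higher clustering resolution that library held 18 macrophage/monocyte-like cells and 14 cells of a cluster led by both macrophage and T/NK genes, and no other uncultured library held more than 3 of the former. With 0 of 3420 stressed and 0 of 2955 non-stressed cells, shares of up to 0.108% and 0.125% remain possible in culture (exact 95% binomial limits). Some of these cells had a barcode that was found in several libraries and held under 80% of its UMIs in the library counted. They were 9 of 9 in asymptomatic replicate 1, 3 of 30 in replicate 2, 0 of 32 in replicate 3 and 3 of 3 in replicate 4. In back pain replicates 1 to 3 they were 0 of 9, 0 of 6 and 8 of 9. With all such cells removed the difference in disc matrix cells was 1.31 percentage points. No expression test was made within this class, because 0 back pain libraries held the required 20 cells. Clusters were mostly specific to single libraries, and a varying share of cells belonged to clusters left unnamed: 90.9% in asymptomatic replicate 1, 90 of 5636 cells in replicate 2, 64.9% in replicate 3 and 2.19% in replicate 4, and 7.78%, 7.29% and 5.40% in back pain replicates 1 to 3. In the cultured libraries it was 9.15% with stressors and 93.8% without. An unnamed cluster of 1940 cells, 99.43% of them from asymptomatic replicate 1, had 12 cartilage markers detected. It stayed unnamed because a macrophage marker, CD14, was among its leading genes and no cartilage marker was. Unnamed clusters were counted with the disc matrix cells, and cluster sizes were not compared between groups. One of them, with 324 cells of which 80.9% came from asymptomatic replicate 3, had SPARCL1, FABP4, CALCRL and PECAM1 among its leading genes. Of its detected markers, 11 were fibroblast and 3 endothelial markers. At the higher clustering resolution, 227 cells of that library were in a fibroblast cluster led by SPARCL1, and 33 in an endothelial-like cluster. The disc matrix sum of that library therefore holds some cells led by endothelial genes, next to more fibroblast-like ones. With genes centred within each library before clustering, an endothelial-like cluster held 33 cells of asymptomatic replicate 3 and 70 cells of back pain replicate 1, at a median of 882 UMIs over the cluster. This class was not named in the clustering used for the sums, so the disc matrix sum of back pain replicate 1 was not cleared of such cells.

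To ask which genes differed between discs of the back pain group and asymptomatic discs, UMIs were summed per library and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over all cells, 0 of 17349 genes reached an adjusted p of 0.05, with 1495 at an unadjusted p under 0.05 where 867.5 were expected. Over disc matrix cells, 0 of 17265 genes reached it, with 1510 at an unadjusted p under 0.05 where 863.2 were expected. Limma voom with sample quality weights also called 0 genes in both, and DESeq2 called 30 and 29. Leaving out back pain replicate 3 moved the counts most, to 75 genes over all cells and 84 over disc matrix cells, and these calls then compared only the libraries of the second barcode set with the asymptomatic ones. With the barcode set as a term in the edgeR fit, 0 genes were called in either, with 477 and 498 at an unadjusted p under 0.05. By construction the group term of that fit rests on back pain replicate 3 alone against the 4 asymptomatic libraries, on the assumption that the lone library varies like the others. The fit of these 5 libraries alone also called 0 genes in either. The biological coefficient of variation between libraries was 50.6% over all cells and 49.4% over disc matrix cells. In simulated counts with this spread, 67% and 63% of genes changed 4-fold were recovered in the 2 fits, and 97% and 99% of genes changed 16-fold. These genes all had a pooled mean of at least 10 CPM, so the recovery of lower genes was not measured. The libraries of the 2 groups did not overlap for 8.92% of genes in disc matrix cells, where chance gives 5.71%. Back pain replicates 1 and 2, tested against the other 5 libraries, differed in 195 genes in disc matrix cells at an adjusted p of 0.05 in edgeR, a contrast chosen after the barcode sets had been seen.

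**Figure D1:**
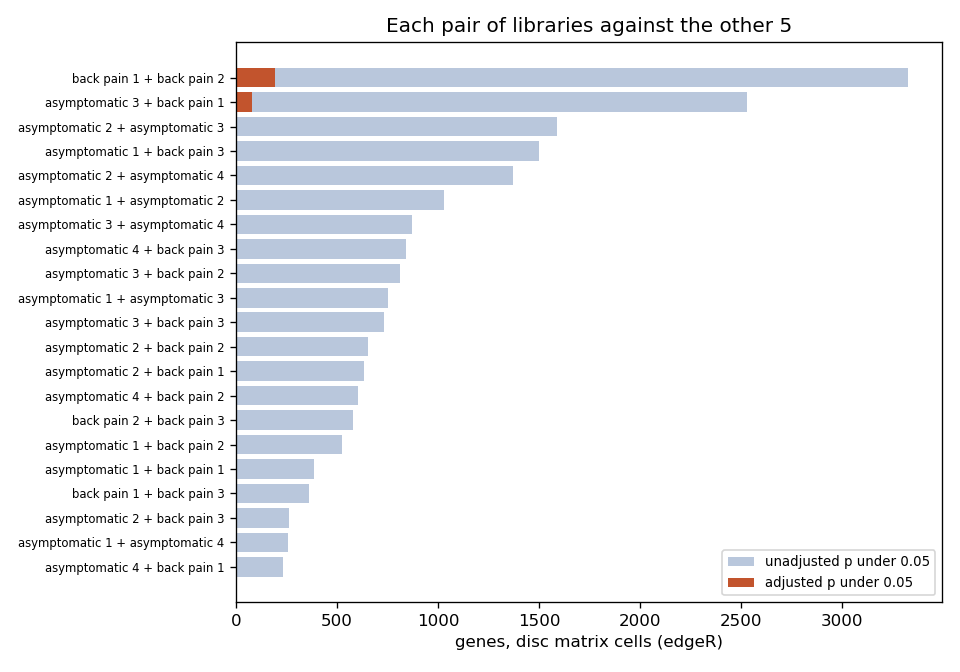
Number of genes at an adjusted p of 0.05 in edgeR (disc matrix cells) when each of the 21 pairs of uncultured libraries is tested against the other 5. Back pain replicates 1 and 2 give 195 genes, asymptomatic replicate 3 with back pain replicate 1 gives 77, asymptomatic replicates 2 and 3 give 2, and every other pair gives 0.

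Since fewer than 3 genes passed, the 5 genes with the smallest p in each fit are given, all short of the threshold over all genes (adjusted p from edgeR 0.570 in disc matrix cells). In disc matrix cells these were PGAM2, ADAMTS1, GSR, P2RY2 and TRAF3IP2, and over all cells GNG7 took the place of P2RY2. PGAM2 (ENSG00000164708; chromosome 7, 44062727 to 44065587, minus strand, by GENCODE 29 on GRCh38) stood at 8.48 ± 2.25 CPM in asymptomatic libraries (SD, n = 4) and 42.9 ± 14.6 CPM in back pain libraries (SD, n = 3), a log2 fold change of 2.34 (SE 0.33). ADAMTS1 (ENSG00000154734; chromosome 21, 26835747 to 26845409, minus strand) stood at 29.1 ± 2.71 CPM against 9.09 ± 1.27 CPM, a log2 fold change of -1.68 (SE 0.27). GSR (ENSG00000104687; chromosome 8, 30678061 to 30727999, minus strand) stood at 21.3 ± 6.82 CPM against 4.85 ± 1.13 CPM, a log2 fold change of -2.12 (SE 0.37). P2RY2 (ENSG00000175591; chromosome 11, 73218298 to 73236352, plus strand) rose from 1.56 ± 0.354 CPM to 7.5 ± 2.65 CPM, a log2 fold change of 2.22 (SE 0.41). TRAF3IP2 (ENSG00000056972; chromosome 6, 111556454 to 111606278, minus strand) rose from 32.9 ± 4.00 CPM to 84.5 ± 14.8 CPM, a log2 fold change of 1.36 (SE 0.25). Over all cells, GNG7 (ENSG00000176533; chromosome 19, 2511219 to 2702709, minus strand) rose from 9.0 ± 2.19 CPM to 30.4 ± 9.62 CPM, a log2 fold change of 1.76 (SE 0.33, adjusted p from edgeR 0.578). For each of these 6 genes the libraries of the 2 groups did not overlap, and back pain replicate 3 lay on the side of back pain replicates 1 and 2. PGAM2 overlaps DBNL, and TRAF3IP2 overlaps TRAF3IP2-AS1, on the opposite strand, and GNG7 overlaps annotated genes on both strands. The use of strand in counting is not stated, so the counts of these genes are uncertain. Each kept its direction under every alternative run for the fit in which it was named, GNG7 over all cells only, P2RY2 in disc matrix cells only and the other 4 in both.

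**Figure D2:**
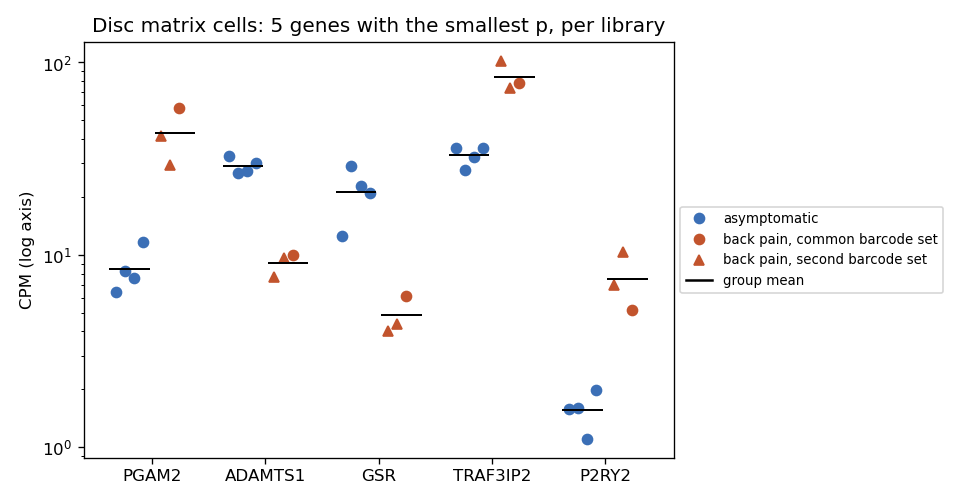
CPM in disc matrix cells (log axis) for the 5 genes with the smallest p, 1 point per library; blue, asymptomatic (n = 4); orange, back pain (n = 3), with triangles for the second barcode set; lines, group means. For each gene the back pain libraries lie apart from the asymptomatic ones, and none of the 5 passes adjustment over all genes.

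Gene lists were tested in disc matrix cells with camera at a preset inter-gene correlation of 0.01. The labels give the whole disc as the source but also mention nucleus pulposus at dissection, so the tissue that entered each library is not settled. Differences in the matrix and nucleus pulposus lists can hold a difference in sampled tissue. The mean log2 CPM of the fibrous-type matrix list was 8.54 in asymptomatic replicate 3 and 7.52 in back pain replicate 1. In the other uncultured libraries it was 4.85 to 5.90. COL1A1 had 3285 CPM in asymptomatic replicate 3 and 1013 CPM in back pain replicate 1, against 0.527 to 15.8 CPM in the others. A library of each group therefore stood apart in these genes. Of the 11 lists, 3 reached an adjusted p of 0.05. Cartilage-type matrix genes were higher in back pain (median log2 fold change 0.98, adjusted p by limma's camera 0.00270, 20 of 26 members higher). The list of unfolded protein and integrated stress response genes had a median of 0.51 (adjusted p by camera 0.0418, 13 of 22 members higher), but its members moved both ways. Among members chosen after their values were seen, the endoplasmic reticulum chaperone genes HYOU1 (log2 fold change -1.56), CALR (-1.35), HSPA5 (-1.15), PDIA6 (-1.04), PDIA4 (-0.90) and SDF2L1 (-0.86) were lower, and TRIB3 (2.24), DDIT3 (1.43), PHGDH (1.24) and SESN2 (1.10) were higher. These 10 had the same signs under relative log expression factors, and none passed adjustment over the lists alone. For each of the chaperone genes, asymptomatic replicate 2 was the highest library and asymptomatic replicate 3 lay below the back pain mean. HSPA5, for example, had 4575 and 387 CPM there, against a back pain mean of 1029 CPM. The decrease was therefore not shared by all asymptomatic libraries. The increases overlapped as well. For TRIB3, DDIT3, PHGDH and SESN2, asymptomatic replicate 4 lay above back pain replicate 1. TRIB3, for example, had 104 CPM in asymptomatic replicate 4 and 70.5 CPM in back pain replicate 1. Immediate-early and heat-shock genes were lower (median -0.54, adjusted p by camera 0.00270, 3 of 27 members higher). When single libraries were left out, the cartilage-type median ranged from 0.60 (without asymptomatic replicate 2) to 1.30 and passed each time. The immediate-early median ranged from -0.70 to -0.34 and did not pass at the latter, without asymptomatic replicate 3 (adjusted p by camera 0.267). The unfolded protein median ranged from 0.36 to 0.74 and did not pass without asymptomatic replicate 1, asymptomatic replicate 3, back pain replicate 2 or back pain replicate 3. None of the 3 held under fry (smallest adjusted p 0.842) or under camera with an estimated correlation (smallest adjusted p 0.884), and 30 of the 35 splits of the 7 libraries into 4 and 3 gave as many lists. The other 8 lists had adjusted p values by camera between 0.495 and 0.899. Their medians were -0.03 for neurotrophic and nociceptive ligands, 0.31 for inflammatory mediators, 0.02 for matrix-degrading enzymes, 0.18 for fibrous-type matrix, 0.20 for nucleus pulposus and notochord markers, -0.14 for hypoxia response, -0.21 for cell cycle and 0.12 for senescence and growth arrest. The mean and the direction tested went against the median for matrix-degrading enzymes (mean -0.52), and the mean alone did so for nucleus pulposus and notochord markers (-0.08). List medians and counts of members come from a linear fit to log2 CPM, and fold changes of single members from edgeR. By edgeR, most members of the fibrous-type matrix, matrix-degrading enzyme and nucleus pulposus lists were lower in back pain. The signs of these medians therefore depend on the estimate. Relative log expression factors changed the sign of none of the 11 medians, and the barcode set as a covariate, which leaves back pain replicate 3 alone against the asymptomatic libraries, turned those of fibrous-type matrix (-0.22) and neurotrophic and nociceptive ligands (0.27). Adjusted over the lists alone, 1 of 248 members passed in the edgeR fit, ADAMTS1 (adjusted p 0.0250), which was lower in all 3 back pain libraries than in any of the 4 asymptomatic libraries; over all genes tested, no member passed. At an unadjusted p under 0.05 there were 28 members, where 12.4 were expected.

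The culture comparison asked how disc cells grown with stressors differed from those grown without. With 1 library per group there is no replicate check and no test, and the values describe these 2 libraries. The labels do not state whether both came from one donor, so a ratio can hold a difference between donors as well as one between cultures. Intervals are exact 95% Poisson intervals and cover counting error only. Of 2703 genes with at least 50 CPM in one of the libraries, 413 differed at least 2-fold, 213 higher and 200 lower in the stressed library. The median log2 ratio of these genes was -0.17. The TMM factors differed by a log2 ratio of -0.28, stressed over non-stressed, and with them in place of total counts 304 genes were higher and 96 lower. The 8 largest ratios towards the stressed library belonged to CCL20, CXCL8, C15orf48, CXCL6, IL6, MMP3, CXCL3 and CXCL1. CXCL8 (ENSG00000169429) had 3845 CPM (3834 to 3857) in the stressed and 4.06 CPM (3.68 to 4.47) in the non-stressed library. CXCL1 (ENSG00000163739) had 2253 CPM (2244 to 2262) against 17.5 CPM (16.7 to 18.4). MMP3 (ENSG00000149968) had 974 CPM (968 to 980) against 6.36 CPM (5.88 to 6.87), and IL6 (ENSG00000136244) 883 CPM (877 to 889) against 4.37 CPM (3.97 to 4.79). CCL20 (ENSG00000115009) had 269 CPM (266 to 272) in the stressed library and 3 counts in the other, a ratio of 9084 with a counting interval of 3108 to 44050. C15orf48 had 342 CPM (339 to 346) against 0.672 CPM (0.522 to 0.852), CXCL6 288 CPM (285 to 291) against 0.919 CPM (0.741 to 1.125), and CXCL3 279 CPM (276 to 282) against 2.14 CPM (1.87 to 2.45). Members of the CXCL family are similar in sequence, and a split of reads between them was not tested. The 8 largest ratios towards the non-stressed library were smaller. CD248 (ENSG00000174807) had 3.28 CPM (2.95 to 3.64) in the stressed against 68.0 CPM (66.4 to 69.7) in the non-stressed library, and ACAN (ENSG00000157766) 46.7 CPM (45.4 to 48.05) against 256 CPM (253 to 259). LSP1 had 14.0 CPM (13.3 to 14.8) against 114 CPM (112 to 116), JAG1 19.7 CPM (18.8 to 20.5) against 139.8 CPM (137.5 to 142.1), and MEST 7.8 CPM (7.28 to 8.35) against 55.4 CPM (53.9 to 56.8). ACTA2 had 18.1 CPM (17.3 to 19.0) against 114 CPM (112 to 116), CCN3 18.3 CPM (17.5 to 19.2) against 102 CPM (99.9 to 104), and OLFM2 18.5 CPM (17.7 to 19.3) against 101 CPM (99.0 to 103). Each of the 16 kept its direction under every alternative that recomputed its ratio.

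**Figure D3:**
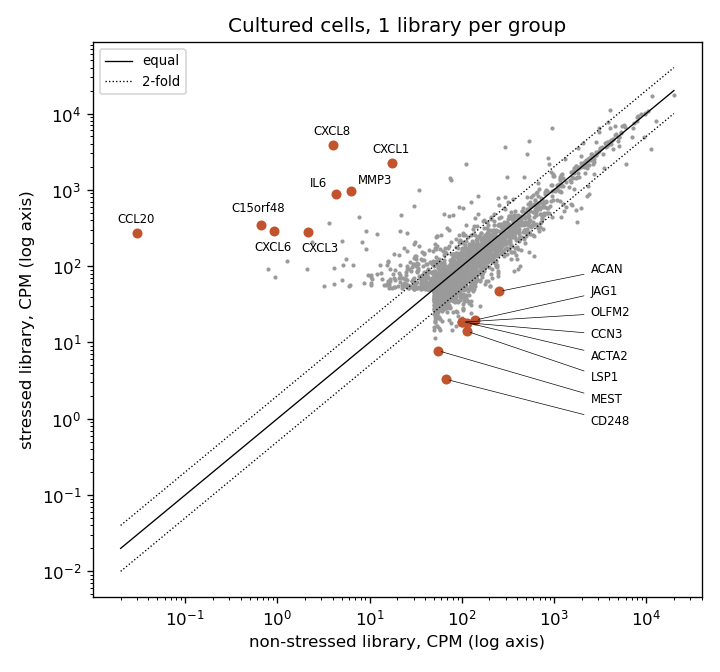
CPM in the stressed library against the non-stressed library (both log axes) for the 2703 genes with at least 50 CPM in one of them; orange, the 8 genes with the largest ratio in each direction; solid line, equal values; dotted lines, 2-fold. CCL20, at 269 CPM against 3 counts, lies farthest from the line of equal values.

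Each list's median log2 ratio, with a pseudocount of 1 CPM, was placed among 10000 random lists of the same size matched on mean expression. Inflammatory mediators had a median of 3.82 (percentile 100.0), and all 29 members at 1 CPM or more were at least 2-fold higher in the stressed library. Of these, CCL3 and IL1A had 0 counts in the non-stressed library, and with both at the bound that a floor of 3 counts gives, the median was 4.27. Hypoxia response genes had a median of 0.48 (percentile 100.0) and matrix-degrading enzymes 0.26 (percentile 99.9). Cell cycle genes had a median of -1.27 (percentile 0.0), with 22 of 26 members at least 2-fold lower, and fibrous-type matrix genes -0.31 (percentile 0.290). Neurotrophic and nociceptive ligands had a median of 0.22 (percentile 99.8), with 9 of 18 members higher; with the mean of per-cell CPM the median was -0.16 and with predicted doublets kept -0.17. Cartilage-type matrix genes had a median of 0.10 (percentile 97.4). Nucleus pulposus and notochord markers had a median of 0.00 (percentile 92.4), which was -0.04 with the mean of per-cell CPM. The medians of immediate-early and heat-shock genes (-0.25, percentile 17.4), unfolded protein and integrated stress response genes (-0.25, percentile 25.4) and senescence and growth arrest genes (-0.18, percentile 45.6) turned to 0.02, 0.02 and 0.08 under TMM factors. The median of fibrous-type matrix genes stayed below 0 there, at -0.03.

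Whether the culture contrast resembled the back pain contrast was examined across the 17265 genes tested in disc matrix cells. Pearson's r between the log2 ratio of the stressed to the non-stressed library and the log2 fold change of back pain to asymptomatic libraries was 0.02 and Spearman's rho was 0.02. Genes are not independent replicates, so r was set against the 35 splits of the uncultured libraries, whose r ranged from -0.10 to 0.10. Of these, 27 had an r at least as far from 0 as the real grouping. The sign changed without back pain replicate 3 (-0.05).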

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

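Both tests of an explanation in this part were chosen only after the result was seen. Dixon's test was applied to 25 measures in the 4 asymptomatic libraries, where chance marks about 1 in 20, or 1.2 in all, and it marked 2, which are complements of each other. Disc matrix cells made up 92.5% of cells in asymptomatic replicate 3 and between 99.5% and 99.9% in the other asymptomatic libraries. The macrophage/monocyte-like share was 7.53% there, against 0.0613% to 0.532%. Reads of another library counted in this one would put most UMIs of these barcodes elsewhere, and 0 of the 32 cells had that, although 9 of their barcodes occurred in another library. Their median depth was 6610.5 UMIs, against 745 UMIs for the 66 macrophage/monocyte-like cells of the other libraries. The name depends on the clustering: at the higher resolution this library held 18 macrophage/monocyte-like cells and 14 of a mixed immune cluster led by PTPRC, CXCR4, KLRB1, NKG7 and TYROBP. The other uncultured libraries then held 0 to 3 of the former and 3 to 30 of the latter. A lower yield of disc matrix cells stays open as a candidate explanation: at the higher clustering resolution the endothelial-like share was also raised in this library, at 7.76% (33 of 425 cells), against 0.415% in asymptomatic replicate 1 and 0.0% in replicates 2 and 4. With genes centred within each library, asymptomatic replicate 3 also held 33 endothelial-like cells, against 0, 1 and 1 in the other asymptomatic libraries. Back pain replicate 1 then held 70 of 1413, where the higher resolution gave 0, so the endothelial-like count of that library depends on the clustering. The sampled tissue and the donor are open as well and were not tested, and no biological explanation was tested.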

How the results depend on the processing

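The alternatives that use shared barcodes, barcode sets or the Scrublet thresholds were chosen only after the data were seen; the others were planned. The count of changed genes between back pain and asymptomatic libraries by edgeR stayed at 0, over all cells and in disc matrix cells, under relative log expression factors, no low-count filter, the stricter cell filter, doublets kept and thinning. It was also 0 with all barcodes (all cells), with the other cell selections and clusterings (disc matrix cells), with shared-barcode cells removed, with the cells marked by the Scrublet thresholds also removed (362 cells left in back pain replicate 2), with either covariate and with the common barcode set alone. The selection of named matrix clusters kept only 211 of 2401 disc matrix cells in asymptomatic replicate 1 and 117 of 393 in asymptomatic replicate 3. Voom called 0 genes, with 2795 and 2771 at an unadjusted p under 0.05. DESeq2 called 30 genes (16 higher, 14 lower) and 29 (17 higher, 12 lower); the cause was not tested. Leaving out single libraries gave 0 to 75 genes over all cells and 0 to 84 in disc matrix cells, with counts above 0 only without back pain replicate 3. In that comparison group and barcode set coincide. By construction, the barcode set as a covariate sets back pain replicate 3 alone against the 4 asymptomatic libraries, and the library set by shared barcodes sets it against asymptomatic replicates 1 and 3. In both the lone library is assumed to vary like the others, so neither says anything of back pain replicates 1 and 2.

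Each named gene kept its direction under every alternative run for the fit in which it was named. GNG7 was followed over all cells only, so not under the disc matrix selections and clusterings, and P2RY2 in disc matrix cells only, so not with all barcodes. Over the alternatives the log2 fold change of PGAM2 in disc matrix cells ranged from 1.99 to 3.06 and its adjusted p from 2.08e-05 (DESeq2) to 0.999. The 5 named genes of each fit passed under DESeq2. Without back pain replicate 3, edgeR passed PGAM2 in both fits (adjusted p 0.0464 over all cells and 0.0404 in disc matrix cells) and GNG7 over all cells (0.0446).

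With the replicate number as a block, 0 genes were called over all cells, 0 in disc matrix cells, and 3 lists, the same as without it. Same-numbered libraries gave no sign of deviating together (correlations of deviations -0.282, 0.147 and -0.156 for numbers 1 to 3). No reference was computed for these 3 correlations, so a pairing by number is not excluded.

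The 3 list calls were the same with the cells marked by the Scrublet thresholds also removed. They became 0 under fry and 0 under camera with an estimated correlation; the cause was not tested. With the barcode set as a covariate 1 list passed, inflammatory mediators, and none of the original 3; that fit rests on back pain replicate 3, where the mean log2 CPM of this list was 2.78, against 0.432 to 1.6 in the asymptomatic libraries. Leaving out single libraries gave 2 to 3 lists. Without asymptomatic replicate 3, fibrous-type matrix passed and of the original 3 only cartilage-type matrix did. Without back pain replicate 2, inflammatory mediators passed and the unfolded protein list did not; the latter also failed without asymptomatic replicate 1 and without back pain replicate 3. The medians ranged from 0.597 (without asymptomatic replicate 2) to 1.30 for cartilage-type matrix, -0.705 to -0.339 (without asymptomatic replicate 3) for immediate-early and heat-shock genes and 0.362 to 0.739 for the unfolded protein list.

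Lists that did not pass changed direction under some alternatives. The median log2 fold change of neurotrophic and nociceptive ligands became 0.0713 with the replicate block; the cause was not tested. It became 0.269 with the barcode set as a covariate, and that of fibrous-type matrix -0.215, where only back pain replicate 3 carries the group. When single libraries were left out, the medians ranged from -0.539 to 0.302 for neurotrophic and nociceptive ligands, -0.496 to 0.987 for fibrous-type matrix and -0.606 to 0.547 for matrix-degrading enzymes. They ranged from -0.553 to 0.332 for cell cycle, -0.0571 to 0.187 for senescence and growth arrest, -0.632 to 0.791 for inflammatory mediators and -0.0103 to 0.364 for nucleus pulposus and notochord markers.

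The difference in disc matrix share ranged from -0.471 to 2.02 percentage points when single libraries were left out, and that in macrophage/monocyte-like share from -2.02 to 0.471; both changed sign only without asymptomatic replicate 3. The other alternatives kept the sign, at 1.12 to 3.23 percentage points for disc matrix cells. Tests within other cell classes were not run under any alternative, because no class reached 20 cells in at least 2 libraries of each group.

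In culture, lowering the level to 20 CPM gave 724 genes past the size rule, as more genes entered (5394 against 2703). The other alternatives gave 400 to 443 genes. Restricting to disc matrix cells removed no cell. Neurotrophic and nociceptive ligands reversed, to a median of -0.163 with the mean of per-cell CPM and -0.169 with doublets kept; 9 of its 18 members were higher in the stressed library.

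The correlation of the culture and back pain contrasts was -0.0047 over all kept cells. It ranged from -0.0495 to 0.0432 when single libraries were left out, below 0 without asymptomatic replicate 2 (-0.0019) and without back pain replicate 3. It was 0.0782 with the barcode set as a covariate, for back pain replicate 3 alone. All these lie within the range over the 35 splits.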

Other observations

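The tests of the counts of changed genes over splits, of the position of back pain replicate 3, of shared barcodes and of NRF2 targets, and the comparison of MALAT1 between libraries, were chosen only after the result, or values that bear on it, had been seen. All 35 of 35 splits of the 7 uncultured libraries into 4 and 3 gave at least as many changed genes as the real grouping, over all cells and in disc matrix cells, but that grouping gave 0, so the outcome was fixed and says nothing. For genes at an unadjusted p under 0.05 in disc matrix cells, 5 of the 35 splits gave as many as the real 1510. The most, 2848, came from back pain replicates 1 and 2 with asymptomatic replicate 3. As many lists were called by camera in 30 of 35 splits, and 27 of 35 gave a correlation with the culture contrast of at least the real size. These last 3 counts do not separate the real grouping from other groupings.

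A different grouping, picked after its own count had been seen, did stand apart. Back pain replicates 1 and 2, which share the second barcode set, differed from the other 5 libraries in 195 genes in disc matrix cells (edgeR, adjusted p under 0.05; 59 higher, 136 lower), and only 1 of the 21 pairs of libraries, this one, gave as many. The next pair, asymptomatic replicate 3 with back pain replicate 1, gave 77. Both libraries of that pair had the highest levels of fibrous-type matrix genes among the uncultured ones. Whether this made the count was not tested. Leaving out back pain replicate 3 gave 84 called genes. On the 79 of these that were tested with all libraries, back pain replicate 3 had a median position of -0.018 on a scale from 0 at the asymptomatic mean to 1 at the mean of back pain replicates 1 and 2, and 2 of 79 genes were nearer to the latter. Selection without that library widens the distance on this scale by itself. These genes may follow the barcode set, or the donors of those libraries, and not the back pain label. Depth is not excluded. The disc matrix sums held 9098936 and 5952595 UMIs in back pain replicates 1 and 2, and 5160365 UMIs in asymptomatic replicate 3. Those of the other uncultured libraries held at least 33738909 UMIs. Against an effect of depth alone, asymptomatic replicate 3 with back pain replicate 2 gave 0 genes. No count at equal depth is given for these pairs. The labels name the same kit for all libraries and no run or donor, so what the barcode set stands for is not known, and 1 held-out library does not exclude that the back pain group is mixed.

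Some barcodes occurred in several libraries. Of 36 pairs of libraries, 32 shared 0 to 11 barcodes, while 4 shared 73 to 149: asymptomatic replicates 1 and 3, back pain replicate 3 with each of these, and back pain replicates 1 and 2. In the pairs with unequal depth, the smaller copies had a median of 2.91% to 5.25% of the UMIs of their partner. In these pairs, the profile of the smaller copy resembled its same-barcode partner more than another shared cell of that library in at least 97.2% of comparisons, and it was the best match of all in 95.7% to 96.0% of cells, where chance gives 0.67% to 1.37%. This is consistent with reads of one library being counted in another. Asymptomatic replicate 1 and back pain replicate 3 also shared 137 barcodes at similar depth, the median ratio being 94.4%, and the match was weaker there: the partner was the best match in 24.1% of cells, where chance gives 0.73%. Of these 137 barcodes, 129 also occurred in asymptomatic replicate 3, which held the most UMIs for 123 of them, and 6 occurred in this pair alone. Some pairs that shared few barcodes also had unequal depth. Back pain replicate 2 shared 6, 5 and 6 barcodes with asymptomatic replicates 1 and 3 and back pain replicate 3. The median ratios were 4.22%, 3.32% and 4.53%. Other such pairs were closer in depth, as asymptomatic replicates 1 and 2 (5 barcodes, 66.76%). If reads of one library were counted in another, some used cells are copies. These are up to 162 each in asymptomatic replicate 1 (6.72%) and back pain replicate 3 (4.23%), and 73 (5.17%) in back pain replicate 1. Of these, 5 cells in asymptomatic replicate 1 and 2 in back pain replicate 3 rest on the weaker pair alone. The former library shared only 139 barcodes with asymptomatic replicate 3, and the latter 149. Some others of the 162 therefore rest on pairs that shared few barcodes, where no profile match was tested. No biological explanation was tested. Removing such cells left the count of changed genes at 0. Macrophage/monocyte-like cells were among the copies, at 9 of 9 in asymptomatic replicate 1 and 8 of 9 in back pain replicate 3.

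Back pain replicate 2 had a median mitochondrial share of 0.0%, and 63.8% of its cells were under 0.1%, against 2.28% to 14.4% in the other libraries. Nuclei, or cells that lost their cytoplasm, were considered. Within the library, the MALAT1 share of low cells was 1.07 times that of the others, and their median depth was 14062.5 UMIs against 15566 UMIs (a ratio of 0.903), so the low cells did not stand apart from the others as such a mixture would; in the other uncultured libraries the MALAT1 ratio lay between 0.891 and 1.09. This ratio cannot see a shift of the whole library. The median MALAT1 share was 5.36% in low and 5.003% in other cells of back pain replicate 2, against 2.32% to 5.06% in the other uncultured libraries, the highest of these being back pain replicate 1, which has the same barcode set. A loss of cytoplasm throughout the library is therefore not excluded. The source of the low share stays open, and no biological explanation was tested.

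Among the genes called by DESeq2 in disc matrix cells, GSR, TXNRD1, SRXN1 and AKR1C2 were lower in back pain, and all are targets of the transcription factor NRF2, which responds to oxidative stress. As a hypothesis, NRF2 targets may be lower as a set. A list of 28 other targets was written after the pattern was seen, and AKR1C1, HMOX1, NQO1 and OSGIN1 of that list had already been met among the leading genes of cell clusters. Of 27 tested, 23 were lower, with a median log2 fold change of -0.62, but 6 of the 35 splits gave a median as far from 0, so the result leaves the hypothesis open. Asymptomatic replicate 2 was the highest asymptomatic library for most of the 27. NQO1, for example, had 380 CPM there, against 72.5, 176 and 89.8 CPM in asymptomatic replicates 1, 3 and 4. For others, such as HMOX1, it was not the highest. The median without that library was not computed. Handling of the tissue and donor differences are among the untested alternatives.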
